# Overexpression of the Oral Mucosa-Specific microRNA-31 Promotes Skin Wound Closure

**DOI:** 10.3390/ijms20153679

**Published:** 2019-07-27

**Authors:** Lin Chen, Alyne Simões, Zujian Chen, Yan Zhao, Xinming Wu, Yang Dai, Luisa A. DiPietro, Xiaofeng Zhou

**Keywords:** wound-healing, microRNA, miR-31, oral mucosal wound, skin wound

## Abstract

Wounds within the oral mucosa are known to heal more rapidly than skin wounds. Recent studies suggest that differences in the microRNAome profiles may underlie the exceptional healing that occurs in oral mucosa. Here, we test whether skin wound-healing can be accelerating by increasing the levels of oral mucosa-specific microRNAs. A panel of 57 differentially expressed high expresser microRNAs were identified based on our previously published miR-seq dataset of paired skin and oral mucosal wound-healing [Sci. Rep. (2019) 9:7160]. These microRNAs were further grouped into 5 clusters based on their expression patterns, and their differential expression was confirmed by TaqMan-based quantification of LCM-captured epithelial cells from the wound edges. Of these 5 clusters, Cluster IV (consisting of 8 microRNAs, including miR-31) is most intriguing due to its tissue-specific expression pattern and temporal changes during wound-healing. The in vitro functional assays show that ectopic transfection of miR-31 consistently enhanced keratinocyte proliferation and migration. In vivo, miR-31 mimic treatment led to a statistically significant acceleration of wound closure. Our results demonstrate that wound-healing can be enhanced in skin through the overexpression of microRNAs that are highly expressed in the privileged healing response of the oral mucosa.

## 1. Introduction

Wound-healing in adult tissues is a complex event that generally ends with a scar. The elimination of scar formation remains an elusive goal in the wound repair field. One tissue that exhibits rapid wound-healing with reduced scar formation is the oral mucosa. Studies in at least 3 different models (human, pig and mouse) support that enhanced wound closure is a shared feature of oral mucosal tissue across species [1,2,3,4]. It has been suggested that differences in the physical environment and inflammatory responses at particular anatomical sites may lead to site-specific variations in the wound-healing process. Yet, skin transplanted into oral cavity maintains its morphology [5], and healing properties [6], suggesting that site-specific injury responses are likely to involve intrinsic elements rather than arising simply from environmental factors. Our prior studies clearly demonstrate functional differences in the injury response between epithelial cells from skin and oral mucosa [1,2,7,8]. For example, compared to the epithelial cells from skin, oral mucosal epithelial cells exhibit enhanced proliferation and migration in vitro, which parallels the rapid wound-healing observed in oral mucosa in vivo. These results imply that the site-specific wound-healing phenotype involves intrinsic modifications in the response of epithelial cells to a wound. Such findings suggest that skin wound-healing might be improved by genetic modification with elements specific to regenerative oral mucosal repair. 

To date, the available evidence clearly reveals the complexity of the highly orchestrated wound-healing process at the genomic and epigenomic levels. Our previous studies provided the dynamic time course-based profiles of both the transcriptome and microRNAome on a paired oral mucosa and skin wound-healing model, and showed that site-specific injury responses exist at each site [9,10]. Studies focused on individual microRNA genes have demonstrated several important roles for microRNAs in wound-healing. For instance, miR-21, an oncomir identified in many cancers of epithelial origin, promotes keratinocyte migration and re-epithelialization in wound-healing [10,11,12,13]. On the other hand, miR-10b negatively regulate the wound closure by suppressing the proliferation and migration of epithelial cells [10]. The expression of miR-99 family members (miR-99a, miR-99b, miR-100) is co-regulated during skin wound-healing, and these microRNAs in turn contribute to injury response by regulating the IGF1R-AKT-mTOR signaling [14,15]. Together, these findings demonstrate the critical functional role of microRNAs in the wound-healing process. In this study, we identify and validate the microRNA patterns associated with the rapid wound closure in oral mucosa, and we also test the feasibility of promoting skin wound closure by introducing oral mucosal wound-associated microRNA changes in skin wounds. Our results demonstrated that overexpression of miR-31, a microRNA that is highly expressed in mucosa, accelerates the closure of skin wounds.

## 2. Results

### 2.1. Specific Patterns of Highly Expressed MicroRNAs in Skin and Oral Mucosal Wound-Healing

We previously explored the differences in the miRNome during the time course of skin and oral mucosal wound-healing by miR-Seq analysis [10], and found that highly expressed microRNAs account for the majority of miRNome in both skin and oral mucosa during wound-healing. Specifically, highly expressed microRNAs [with number of mapped sequence reads greater than the average (5458) of the miR-Seq dataset, 12.3% and 13.1% of the unique microRNA species in skin and oral mucosa, respectively] account for 94.76% and 92.66% of the miRNomes, respectively (Supplementary Figure S1). The low expressing microRNA species (89.69% and 86.86% of the unique microRNA species in skin and oral mucosa, respectively) account for a very small portion of the miRNomes, and tend to exhibit high probability of sequencing errors (Supplementary Figure S2). To focus on defining the biological relevance of the highly expressed microRNAs in the differential injury response in skin and oral wound-healing, we reanalyzed our existing miR-Seq dataset and identified 57 differentially expressed (*p* < 0.01) highly expressed microRNAs [number of mapped sequence reads greater than the average (5458) of the dataset] (Figure 1A and Supplementary Table S1). These 57 microRNAs account for 73.4% and 64.5% of the miRNomes in skin and oral mucosa epithelium (*p* = 0.001), with these fractions remaining relatively constant during the time course of the wound-healing (*p* = 0.544 and *p* = 0.975, respectively (Supplementary Figure S3). Unsupervised classification (hierarchical cluster analysis) of the 57 differentially expressed highly expressed microRNAs revealed 5 clusters of microRNAs. The microRNAs grouped in Cluster I exhibit higher overall expression levels in skin than in oral mucosal wounds, whereas Cluster IV and V microRNAs exhibit higher overall levels in oral mucosal wounds as compared to skin wounds. The expression patterns of Cluster II and III microRNAs are similar between skin and oral wounds. Cluster II consists of microRNAs that increased during both skin and oral wound-healing, whereas Cluster III consists of microRNAs that were down-regulated during both skin and oral wound-healing.

To assess the tissue specificity, the microRNAs from these 5 hierarchical clusters were matched with our previously reported panel of 53 tissue-specific differentially expressed microRNAs [10]. As showed in Figure 1B, Cluster I and IV contain significantly enriched amounts of tissue-specific microRNAs (approximately 50.0%, chi-square test *p* = 0.005 and *p* = 0.048, respectively). In contrast, Cluster II and V do not contain any tissue-specific microRNAs, while Cluster III contains 16.7% tissue-specific microRNAs. 

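MicroRNA levels in unwounded skin and unwounded oral mucosa were measured on 2 single-colour (Cy5) microarrays, 1 for each tissue. Each array received 2 µg of total RNA pooled from 3 animals, so there is no replicate across pools and each difference is one between 2 arrays. The arrays carried 1892 probes for mature mouse microRNAs, each on 2 repeat spots. The authors deposited the median brightness of every spot in scanner units, without background subtraction or normalization. The 16 empty spots read 36.4 ± 7.84 (SD) on the skin array and 51.9 ± 6.65 (SD) on the oral mucosa array. A probe was called detected when the mean of its spots lay more than 3 SD above the mean of the empty spots, which set the limit at 59.9 for skin and 71.8 for oral mucosa. By this rule 446 probes were detected on the skin array and 510 on the oral mucosa array, of which 394 were detected on both. The median probe signal was 42.2 on the skin array and 52.2 on the oral mucosa array, so that most probes read close to the empty spots. Among detected probes the pooled SD between repeat spots was 0.48 on the log2 scale for skin and 0.20 for oral mucosa. The repeat spots of 8 detected probes differed by more than 4-fold on the skin array, and those of 0 probes on the oral mucosa array. The mean signals were normalized by Variance Stabilizing Normalization (VSN), which fits an offset and a scale for each array and gives values that run parallel to log2 at high signal. The fitted offsets were 37.9 for skin and 46.3 for oral mucosa, and the scale of the oral mucosa array was 1.37 times that of the skin array. With 1 array per tissue no test between the tissues was possible, and a microRNA was taken to differ when its VSN log2 difference was at least 1, a 2-fold change. For a microRNA detected on 1 array only, its signal on that array was set against the higher of its own signal and the lowest detected signal on the other array. Such a difference rests on the fitted offsets and scales and changes with the normalization.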

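Of the 562 microRNAs detected on at least 1 array, 160 differed by this size rule, 77 with higher signal on the oral mucosa array and 83 with higher signal on the skin array. Among the 394 detected on both arrays, 47 were higher in oral mucosa and 57 in skin. A further 30 were detected in oral mucosa only and 26 in skin only with a difference past the rule. For 151 of the 160, the repeat spots of one array did not overlap those of the other. The count depended on the choice of filter and scaling. Without the detection filter it rose to 577, and with quantile normalization in place of VSN it was 80.

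**Figure D1:**
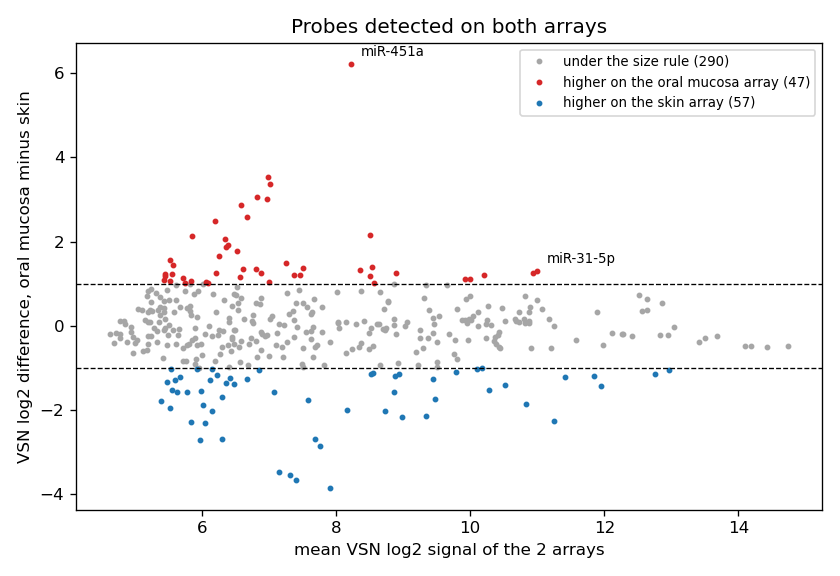
VSN log2 difference (oral mucosa minus skin) of each microRNA detected on both arrays against its mean VSN log2 signal; each point is 1 probe and the dashed lines mark the size rule. The 47 red points lie at or above 1 and the 57 blue points at or below -1.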

To confirm the tissue specificity, an independent microRNA profiling analysis was performed on baseline unwounded skin and oral mucosal epithelium using a mouse microRNA microarray; this analysis identified 85 tissue-specific differentially expressed microRNAs (Supplementary Figure S4 and Supplementary Table S2). 

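The array values of the 8 Cluster IV microRNAs were examined one by one. The signal of miR-31-5p was 1150 ± 67.1 (SD of the 2 repeat spots) on the skin array and 3795 ± 335 on the oral mucosa array, a log2 difference of 1.30 with an SD of 0.16 from the repeat spots. The signal of miR-451a was 67.3 ± 7.34 in skin, just above the detection limit, and 3056 ± 171 in oral mucosa, a difference of 6.21 (SD 0.37). As its skin signal lay so near the background this value rests on the fitted offset, and it was as low as 5.01 under the planned normalizations. The array had no probe named miR-199b-3p, which was read through the probe of miR-199a-3p, a microRNA of identical mature sequence. That probe read 116 ± 17.9 in skin and 347 ± 22.1 in oral mucosa, a difference of 1.49 (SD 0.35). The difference of miR-199a-5p was 1.01 (SD 0.13), within its repeat-spot SD of the size rule. With the authors' processed values, 50 in skin and 92 in oral mucosa, it was 0.51 on the scale log2(value + 50). The 50 added in this re-analysis shrinks a difference between values this low. MiR-126a-3p was detected in oral mucosa only, at 155 ± 51.0, with a difference of 1.84 from the lowest detected skin signal and an SD of 0.70 from its oral mucosa spots. Its own skin spots did not enter this value. One of them lies in a stretch at the edge of the skin array that was delimited after seeing dim spots there. With that stretch left out on both arrays the value was 2.26. It then rested on 1 oral mucosa spot, at 191. The remaining skin spot, at 57.5, was still under the detection limit, so the rise does not come from dropping the dim skin spot. Under the planned normalizations the difference of miR-126a-3p fell below the size rule with quantile normalization (0.95) and with scaling to the median (0.91). MiR-34c-5p was detected in oral mucosa only and close to the limit, at 79.0 ± 7.33, with a difference of 0.11 from the lowest detected skin signal. The difference of miR-24-2-5p was -0.03 (SD 0.18). MiR-126a-5p, which also has a spot in the dim stretch, was detected on neither array. By the size rule 5 of the 8 were higher on the oral mucosa array, or 62.5%, and 0 were lower.

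**Figure D2:**
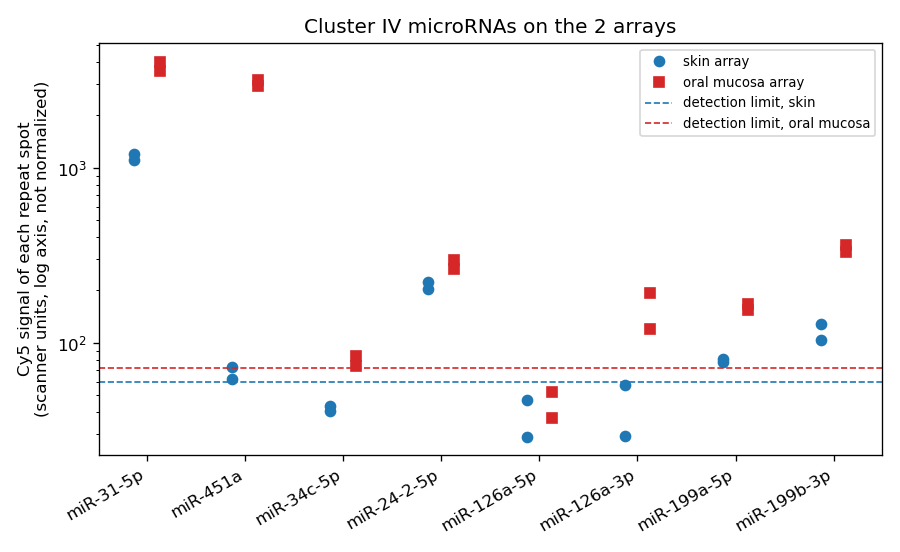
Cy5 signal of each repeat spot (scanner units, log axis, not normalized) of the 8 Cluster IV microRNAs on the skin array (circles) and the oral mucosa array (squares); dashed lines are the detection limits, and miR-199b-3p was read by the miR-199a-3p probe. The spots of miR-31-5p lie between 1103 and 1198 in skin and between 3558 and 4031 in oral mucosa.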

When compare this newly acquired set of 85 tissue-specific microRNAs to the 5-cluster of the differentially expressed highly expressed microRNAs, Cluster IV contained the most tissue-specific microRNAs (66.7%) as compared to other clusters (I: 33.3%, II: 11.1%, III: 9.1%, V: 7.7%) (Figure 1C, and Supplementary Table S3). 

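The median difference over the 7 Cluster IV microRNAs detected on at least 1 array was 1.30, with the lowest detected signal standing in on the array that did not detect a microRNA, unless its own signal was higher. For comparison, 10000 random lists of 7 were drawn from the other detected microRNAs, matched on mean signal. The middle 95% of their medians ran from -0.92 to 0.58, and the Cluster IV median lay at percentile 99.99 of them. This percentile describes these 2 arrays and is not a test across animals. The median was lowest among the planned normalizations, at 0.91, when the arrays were scaled to their medians.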

The enrichment in Cluster IV was statistically significant (chi-square test *p* = 0.003). Thus, of the 5 clusters, Cluster IV contains a group of tissue-specific and wound-healing associated microRNAs and was therefore subjected to additional validation studies. 

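Members that the paper names from the other clusters gave these array values. MiR-10a-5p and miR-10b-5p, both placed in Cluster I, were detected in skin only, with log2 differences of -4.05 (SD 0.10 from the skin spots) and -6.67 (SD 0.11) from the lowest detected oral mucosa signal. Under the planned normalizations these shrank to as little as -2.28 and -4.76, and with normexp before scaling to the 75th percentile, chosen after seeing the data, to -2.25 and -4.66. The mean signal of miR-10b-5p was 1955 ± 140 (SD of the 2 repeat spots) in skin and 58.0 ± 15.9 in oral mucosa, where it did not reach the detection limit. MiR-223-3p of the same cluster was detected on neither array. In Cluster II the difference was 0.17 (SD 0.11) for miR-21a-5p and -0.84 (SD 0.33) for miR-140-3p. In Cluster III it was 0.32 (SD 0.17) for miR-99a-5p, -0.25 (SD 0.16) for miR-26a-5p and -0.21 (SD 0.10) for miR-24-3p. With no normalization between the arrays, and with scaling to the 75th percentile, the values of miR-26a-5p and miR-24-3p were above 0. MiR-99b-5p and miR-100-5p, which the paper names beside miR-99a without a cluster, gave -0.64 (SD 0.21) and -0.37 (SD 0.30), and with no normalization the value of miR-100-5p too was above 0. For Cluster V it was -0.68 for miR-125a-5p and 0.35 for miR-125b-5p, but one of the repeat spots of each lies in the dim stretch of the skin array and the SDs were 7.29 and 6.87. Without that stretch on both arrays the differences were -1.43 and -0.44. The direction for miR-125b-5p changed with these spots, and miR-125a-5p then passed the size rule with higher signal in skin. The paper built its clusters on a sequencing time course of wounds (Figure 1A). It set them against its earlier sequencing panel of tissue-specific microRNAs (Figure 1B) and against its array list (Figure 1C). On this basis it reasons that Cluster IV holds microRNAs that are both tissue-specific and associated with wound-healing, and it chose this cluster for further study.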

### 2.2. Validation of microRNA Differential Expression in LCM-Captured Epithelial Cells from Skin and Oral Mucosal Wounds

Cluster IV consists of 8 microRNAs (mmu-miR-31-5p, mmu-miR-451a, mmu-miR-34c-5p, mmu-miR-24-2-5p, mmu-miR-126a-5p, mmu-miR-126a-3p, mmu-miR-199a-5p, mmu-miR-199b-3p). Examination of the general expression pattern of this 8-microRNA cluster (represented as the average of the mapped sequence reads of the microRNAs in the cluster) showed that these microRNAs in this cluster generally exhibit relatively high expression levels in oral mucosa as compared to skin (Figure 2A). While their levels remain relatively constant during oral mucosal wound-healing, an early decrease followed by a late increase was observed in skin wound-healing. To confirm the differential expression of these Cluster IV microRNAs, LCM was performed to selectively capture epithelial cells from the wound edges of both skin and oral mucosal wounds at 6 h, 24 h and 5 days post-wounding, and compared with unwounded baseline LCM-captured cells (0 h). TaqMan assay-based validation was performed on RNA from the LCM-captured cells to quantify the Cluster IV microRNAs, and the results were compared to the miR-Seq-based quantification of each microRNAs (Figure 2B, and Supplementary Table S4). While similar expression patterns were observed between miR-seq quantification results and TaqMan/LCM validation data for all 8 Cluster IV microRNAs, miR-31 exhibited the most consistency between miR-Seq and LCM/TaqMan analysis—differential expression was detected for both the individual time course (one-way ANOVA *p*-value < 0.05) and between time course series (two-way ANOVA *p*-value < 0.05).

TaqMan assay-based validation with LCM-captured cells was also performed on selected microRNAs from Cluster I (mmu-miR-10a-5p, mmu-miR-223-3p), Cluster II (mmu-miR-21-5p, mmu-miR-140-3p), Cluster III (mmu-miR-99a-5p, mmu-miR-26a-5p) and Cluster V (mmu-miR-125b-5p, mmu-miR-125a-5p) (Figure 3, and Supplementary Table S4). The results were compared to the overall expression pattern of specific clusters (represented as the average of the mapped sequence reads of the microRNAs in the cluster) (Figure 3A), as well as the miR-Seq-based quantification of each individual microRNAs (Figure 3B).

### 2.3. Evaluation of the Functional Contribution of Highly Expressed microRNAs in Wound-Healing

We tested the functional effects of several differentially expressed microRNAs from each cluster (cluster I: miR-10b, Cluster II: miR-21, Cluster III: miR-99a, Cluster IV: miR-31, and Cluster V: miR-125b) on wound-healing using in vitro proliferation assays and in vitro migration assay on skin (HaCaT) and oral epithelial (TIGK) cell lines. As showed in Figure 4A,B, ectopic transfection of miR-21, miR-31 and miR-125b consistently enhanced proliferation in both HaCaT and TIGK as measured by 3-[4,5-dimethylthiazole-2-yl]-2,5-diphenyltetrazolium bromide (MTT) assay (based on cell metabolic activity) and CyQUANT assay (based on DNA content). Regarding the in vitro migration assay, only the ectopic transfection of miR-31 consistently enhanced the cell migration of both HaCaT and TIGK (Figure 4C). 

We then focused on evaluating the effects of miR-31 on wound closure using both in vitro and in vivo wound-healing assays. As showed in Figure 5A,B, ectopic transfection of miR-31 mimic into the skin epithelial cells (HaCaT) accelerated wound closure in an in vitro wound-healing assay when compared to negative control mimic-treated cells. Cells treated with positive control mimic (miR-21, a known enhancer of wound-healing [10,11,12,13]) also exhibited accelerated wound closure. Statistical analyses were presented in Supplementary Table S5. 

We further evaluated the effects of miR-31 in a mouse skin wound-healing model, where an animal origin-free lipid nanoparticle in vivo delivery system was used for introducing the miR-31 mimic to the wounds. As shown in Figure 5C,D, a single dose of miR-31 mimic treatment led to a statistically significant increase in wound closure as compared to wounds treated with negative control mimic. Similarly, and to a lesser extent, a statistically significant acceleration of closure was seen in wounds treated with the positive control (miR-21, a known enhancer of wound-healing [10,11,12,13]). Statistical analyses were presented in Supplementary Table S5. These in vivo results are consistent with the observations from the in vitro wound-healing assays described above. 

## 3. Discussion

Wound-healing is a complex process that is mediated by a highly diverse group of factors, including genomic and epigenomic regulators. Skin and mucosal wound-healing proceed through the same stages (hemostasis, inflammation, proliferation, and remodeling), yet wounds of the oral mucosa heal more quickly and with less scar formation. We recently reported the first dynamic microRNAome profiles of paired skin and oral mucosal wound-healing [10]. Together with our earlier studies of the transcriptome profiles of paired skin and oral mucosal wounds [9], our results suggest that wounds in skin and mucosa exhibit intrinsic differences in their genetic and epigenetic responses to injury.

By focusing on highly expressed microRNAs, our current study defined a panel of differentially expressed microRNAs that are associated with skin and oral mucosal wound-healing. Based on their expression pattern, a cluster of 8 microRNAs was further identified which exhibit tissue specificity. This specific expression pattern was validated by both independent microRNA profiling on additional wound samples and TaqMan-based quantification in LCM-procured epithelial cells from the wound edges. Among these 8 microRNAs (miR-31-5p, miR-451a, miR-34c-5p, miR-24-2-5p, miR-126a-5p, miR-126a-3p, miR-199a-5p, miR-199b-3p), miR-31 and miR-34c have previously been implicated in skin wound-healing [16,17,18]. miR-451a has been implicated in fracture healing in normal and diabetic rats [19,20] and is expressed highly in healing fractures in contrast to non-healing fractures implicating its role in enhanced healing albeit in a different model. miR-24-2-5p is the “passenger strand” or “star strand” of the mature microRNA specie produced from one of the two miR-24 genes in mouse (miR-24-1 and miR-24-2). While the active strand of miR-24 (miR-24-3p) has been showed to regulate epidermal differentiation [21,22], very little is known about miR-24-2-5p. It is worth noting that miR-24-3p is a member of Cluster III, which does not exhibit tissue specificity between skin and oral mucosa. Both strands of the mature miR-126a (miR-126a-5p and miR-126a-3p) and miR-199a (miR-199a-5p and miR-199b-3p; the mature miR-199b-3p sequence is identical to miR-199a-3p in mouse) were grouped into the Cluster IV. While miR-126a has been implicated in diabetic wound-healing [23,24,25], miR-199a has been showed to negatively regulate skin wound angiogenesis [26]. It is possible that miR-199a play a different role in the wound microenvironment, and therefore may have a duel effect in oral mucosal wound-healing. 

Among the microRNAs we tested, the effect of miR-31 on wound closure was demonstrated consistently in both in vitro assays and in vivo wound-healing models. MiR-31 is a well-known tissue-specific regulator in cancer [27] (e.g., tumor suppressor in adenocarcinoma and oncogene in squamous cell carcinoma, including oral squamous cell carcinoma [28,29,30]). While its role has not been previously reported in mucosal wound-healing, several recent studies suggested that miR-31 enhances keratinocyte proliferation and migration, and promotes re-epithelialization during skin wound-healing [16,17]. Studies on other biological systems also suggest miR-31 is a positive regulator for several pro-proliferation and pro-migration pathways, including microtubule associated protein kinase (MAPK) signaling pathway [31,32], Wnt pathway [33,34], HIF-1 hypoxia signaling pathway [35,36,37]. These are consistent with the pathways predicted by bioinformatics methods (Supplementary Table S6). By using a novel animal origin-free lipid nanoparticle-based in vivo delivery system, we were able to achieve miR-31 up-regulation in mouse skin wounds in vivo. While both all wounds closed by day 10 in our murine skin wound model, a statistically significant acceleration of wound closure was observed in the miR-31 treated wounds. The miR-31 treatment wounds exhibit a 50%-closure time of less than 2 days, compared to approximately 4-day 50%-closure time in control group. The time points most affected by the miR-31 overexpression were those from early to midpoint of healing, which overlaps the proliferative phase of skin wound-healing in this model. Additionally, miR-31 may also stimulate wound contraction and thus enhance the wound closure. As such, miR-31 may serve as a novel therapeutic target for promoting wound closure and for the treatment of poorly healing and chronic wounds. As a positive control, we also overexpressed miR-21, a well-established positive wound-healing regulator [12,13,38,39], in the mouse skin wound model, and a statistically significant acceleration in wound closure was observed in the miR-21 overexpression group. 

The effectiveness of microRNA-based application in wound-healing treatment is currently under intense investigation. The microRNA-based therapeutic approaches are thought to have specific advantages over traditional methods. Notably, microRNA treatment can modify several pathways at one time, a feature that is attractive due to the complexity of wound pathology. With proper optimization, this approach may eventually develop into an advanced and relatively inexpensive therapeutic strategy. The novelty of the current study is in our attempt to harness regenerative healing capability from mucosal wounds and to “geno-copy” it into skin wounds. Future studies with impaired wound-healing models (chronic, diabetic, or infected wounds) will be essential to fully explore the translational value of our findings.

## 4. Materials and Methods

### 4.1. Animals and Wound Models

Female Balb/c mice (8–10-week-old, Jackson Laboratory, Bar Harbor, ME, USA) were housed in a temperature-controlled environment (22–24 °C) on a 12 h/12 h light-dark cycle, and were provided with food and water ad libitum. For wound-healing studies in skin and oral mucosa, the previously established mouse excisional skin and oral mucosal wound-healing models were adapted with minor modifications [1,7,10]. In brief, mice were anesthetized, shaved, and cleaned thoroughly with 70% isopropyl alcohol. Two 1 cm long full-thickness incisional wounds were created using a pair of scissors on the dorsal skin of mice (one on each side of the midline), and three 0.5 cm incisional wounds were made on the anterior of the hard palate using a scalpel blade. The animals were sacrificed at 6 h, 24 h and 5 days post-wounding, and the specimens were harvested, placed in RNAlater (Sigma-Aldrich, St. Louis, MO, USA) and stored at −20 °C until use.

### 4.2. In Vivo Treatment with microRNA Mimics 

Mouse skin wounds were treated with microRNA mimics as described previously [10]. In brief, two full-thickness wounds were created with a 5 mm skin biopsy punch (Acu Punch, Acuderm, Ft. Lauderdale, FL, USA) on the dorsal skin of mice. 100 µL of the Invivofectamine 3.0 (Invitrogen, Carlsbad, CA, USA) complex containing 1 nmol of miRIDIAN miR-21 mimic, miR-31 mimic or non-targeting mimic (GE Healthcare Dharmacon, Lafayette, CO, USA) was injected into the surrounding dermis of the wounds at four sites at the time of the injury (day 0). Six animals were used for each treatment groups. The microRNA mimic mediated up-regulation of miR-31 and miR-21 was confirmed by TaqMan assays performed on the wound tissue samples harvested 1 day post-wounding (Supplementary Figure S5). Wounds were photographed daily with a PowerShot SX130 digital camera (Canon, Tokyo, Japan) from a fixed distance with a ruler in field of view. Images were analyzed using AxioVision software (ZEISS, Oberkochen, Germany). The measurements of the two wounds on each animal were averaged. The percent of wound closure was calculated as wound area/original wound area X 100%.

### 4.3. microRNA Profiling

Total RNA (including small RNA) was isolation from matched mouse skin and oral mucosal samples using a miRNeasy Mini Kit (QIAGEN, Hilden, Germany). Pooled skin and oral mucosal samples from three animals were subjected to microRNA profiling using the MRA-1002 miRmouse v21 microarrays (LC Sciences, LLC, Houston, TX, USA) as described previously [14], and the microarray data has been submitted to Gene Expression Omnibus (GEO accession number: GSE125423).

### 4.4. Bioinformatics Analysis

The previously published miR-seq dataset on paired skin and oral mucosal wound-healing time course (GEO accession number: GSE121996) was processed, mapped, and analyzed using a proprietary pipeline script, ACGT101-miR v4.2g (LC Sciences, Houston, TX, USA) as described previously [10]. Student’s *t*-test was used for between group comparisons, one-way ANOVA was used for time course data analysis, and two-way ANOVA was used for between time course series comparison. The Benjamini-Hochberg adjusted *p*-values were computed for multiple hypothesis testing. High expresser microRNA was defined as having the number of seq reads greater than the average of the dataset (5458) at any time point of the wound-healing time course. The first panel of tissue-specific differentially expressed microRNAs was based on this existing miR-seq dataset, where between group comparison made between unwounded skin and oral mucosal epithelium. This tissue-specific microRNA panel was reported in our recent publication [10].

For validation, a second panel of tissue-specific differentially expressed microRNAs was generated based on an independent microRNA profiling analysis on unwounded skin and oral mucosal epithelium using a microRNA microarray. For microarray data analysis, normalization and differential analysis were performed with CyberT [40], using Variance Stabilizing Normalization (VSN) method [41,42]. 

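A regularized test in the manner of CyberT was run on the normalized values of the repeat spots. The variance of each microRNA was combined with that of the microRNAs nearest in mean signal, with a weight of 8 for the latter. Such a test compares the 2 arrays, not the tissues, since repeat spots share 1 pool of RNA. Among the 562 microRNAs detected on at least 1 array, 83 passed an adjusted threshold of 0.05 (Benjamini-Hochberg), 27 higher in oral mucosa and 56 higher in skin, and 78 of them also passed the size rule in the same direction. Of the 7 detected Cluster IV microRNAs, miR-31-5p and miR-451a passed. With limma on the same spot values 163 passed, 4 of them from Cluster IV, now with 86 higher in oral mucosa and 77 in skin, and with quantile normalization the split was 39 and 32. Without the probes that have a spot in 2 columns at the edge of the skin array where some spots were dim, a setting chosen after seeing the data, 132 of 528 passed, 3 of them from Cluster IV, split 58 and 74. Which tissue had more of these calls thus depended on the method.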

We chose CyberT due to its capability of handling both microarray and RNA-seq datasets, and its documented superiority in handling small number of replicates [43,44]. Principal Component Analysis (PCA) and hierarchical clustering were carried out with Clustvis [45], and the heatmaps were generated using Morpheus (https://software.broadinstitute.org/morpheus). MicroRNA targeted biological pathways were predicted by DIANA-mirPath (v3.0) [46], and the embedded microT-CDS method [47,48] was used for microRNA target gene prediction (microT threshold = 0.8).

### 4.5. Laser Capture Microdissection (LCM)

Epithelial cells from the wound edges were captured with a LMD7000 Laser Microdissection system (Leica Microsystems, Wetzlar, Germany) as we previously described [49,50].

### 4.6. Real Time PCR

TaqMan MicroRNA Assays (Applied Biosystems, Foster City, CA, USA) were used for the real time PCR-based quantification of microRNA. Relative expression levels of the microRNA were computed with the 2^-delta delta Ct^ method [51], where snRNA U6 was used as internal reference.

### 4.7. Cell Culture and in Vitro Functional Assays

Human keratinocytes HaCaT (ATCC, Manassas, VA, USA) and TIGK (a gift from Dr Richard J. Lamont, University of Louisville) were grown as previously described [15,52]. For functional analysis, miRIDIAN microRNA mimics (miR-21 mimic, miR-31 mimic, or non-targeting miRNA mimic, GE Healthcare Dharmacon, Lafayette, CO) were transfected into cells using DharmaFECT Transfection Reagent 1 as described previously [53,54,55]. Cell proliferation was assessed using both MTT assay and a CyQUANT Direct Cell Proliferation Assay (Invitrogen/Molecular Probes) as described previously [14,56]. In vitro cell migration was measured using the Oris 96-well cell migration assay kit (Platypus Technologies, Fitchburg, WI, USA) on cells pre-treated with mitomycin C (10 μg/mL, Sigma-Aldrich, for 2 h) to prevent cell proliferation as described previously [10,57]. In vitro wound closure assay was performed using the Oris 96-well cell migration assay kit (Platypus Technologies, Fitchburg, WI, USA). In brief, cells were seeded in the trans-wells and cultured to confluence. Circler excisions of 2 mm in diameter were created by the removal of the stoppers, and cells were washed and then incubated in complete medium containing cell growth supplements. Wound closure was monitored for 4 days using a digital camera, and the images were analyzed using ImageJ analysis software [version 1.421, National Institutes of Health (NIH)].

## Figures and Tables

**Figure 1:**
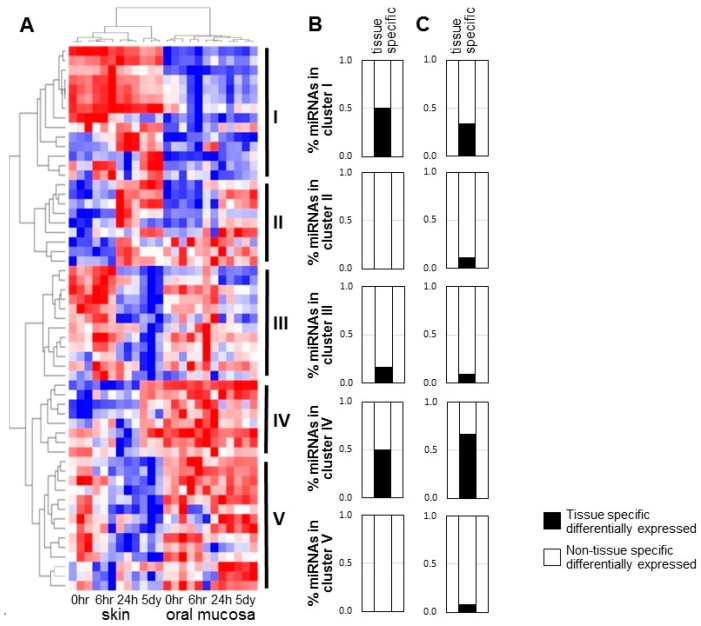
Differentially expressed high expresser microRNAs during wound-healing of skin and oral mucosal epithelium. An existing miR-Seq dataset of paired skin and oral mucosal wound-healing over time (0 h, 6 h, 24 h, 5 day) was reanalyzed and a cutoff value of 5458 (average number of mapped sequence reads of the whole dataset) was applied. A panel of 57 differentially expressed (*p* < 0.01) highly expressed microRNAs were identified, which were grouped into 5 clusters based on hierarchical clustering (**A**). The tissue specificity of these clusters was further assessed by comparing the members of each clusters with a previously reported panel of tissue-specific differentially expressed microRNAs [10]. The percentage of microRNAs that were identified as tissue specific in each cluster is presented (**B**). An independent microRNA profiling analysis of unwounded skin and oral mucosal epithelium (base line, *n* = 3, pooled samples), performed using a mouse microRNA microarray, allowed the identification of 85 tissue-specific microRNAs (Supplementary Figure S4 and Supplementary Table S2). The percentage of microRNAs in each of the 5 clusters that were identified as tissue specific based on this new list is shown (**C**).

**Figure 2:**
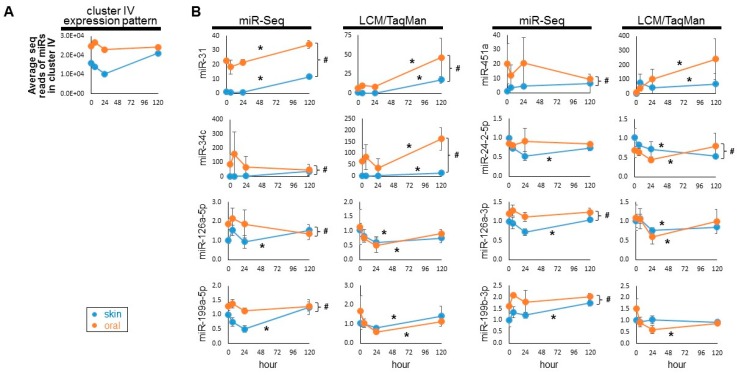
Validation of the differentially expressed microRNAs in Cluster IV. (**A**) The general expression pattern of Cluster IV over the time course of skin and oral mucosal wound is shown as the average of the mapped sequence reads of the microRNAs in the cluster. (**B**) LCM isolated epithelial cells from the wound edges were procured from the paired skin and oral mucosa murine wound-healing model, at 0 h, 6 h, 24 h and 5 days post-wounding (n ≥ 4). The levels of individual Cluster IV microRNAs (mmu-miR-31-5p, mmu-miR-451a, mmu-miR-34c-5p, mmu-miR-24-2-5p, mmu-miR-126a-5p, mmu-miR-126a-3p, mmu-miR-199a-5p, mmu-miR-199b-3p) were assessed by TaqMan assay-based real time PCR quantification (in duplicates). Expression patterns were compared with the relative levels of these microRNAs measured previously by miR-seq [10]. * indicates one-way ANOVA test *p*-value < 0.05 (within series comparison); ^#^ indicates two-way ANOVA test *p*-value < 0.05 (between series comparison). Statistical analyses are presented in Supplementary Table S4.

**Figure 3:**
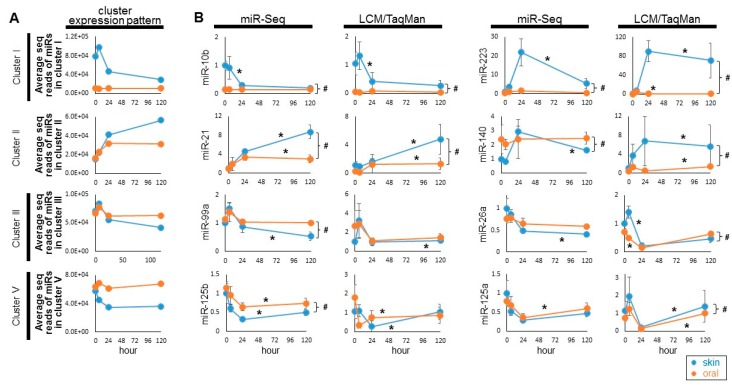
Validation of the selected differentially expressed microRNAs in Cluster I, II, III, and V. (**A**) The general expression pattern of Cluster I, II, III, and V during the paired skin and oral mucosal wound-healing time course was represented as the average of the mapped sequence reads of the microRNAs in the cluster. (**B**) LCM isolated epithelial cells from the wound edges were procured from the paired skin and oral mucosa murine wound-healing model, at 0 h, 6 h, 24 h and 5 days post-wounding (*n* ≥ 4). The levels of selected microRNAs from Cluster I (mmu-miR-10b, mmu-miR-223), Cluster II (mmu-miR-21, mmu-miR-140), Cluster III (mmu-miR-99a, mmu-miR-26a), and Cluster V (mmu-miR-125b, mmu-miR-125a) were assessed by TaqMan assay-based real time PCR quantification (in duplicates). The expression patterns were compared with the relative levels of these microRNAs measured previously by miR-seq [10]. * indicates one-way ANOVA test *p* < 0.05 (within series comparison); ^#^ indicates two-way ANOVA test *p* < 0.05 (between series comparison). Statistical analyses are presented in Supplementary Table S4.

**Figure 4:**
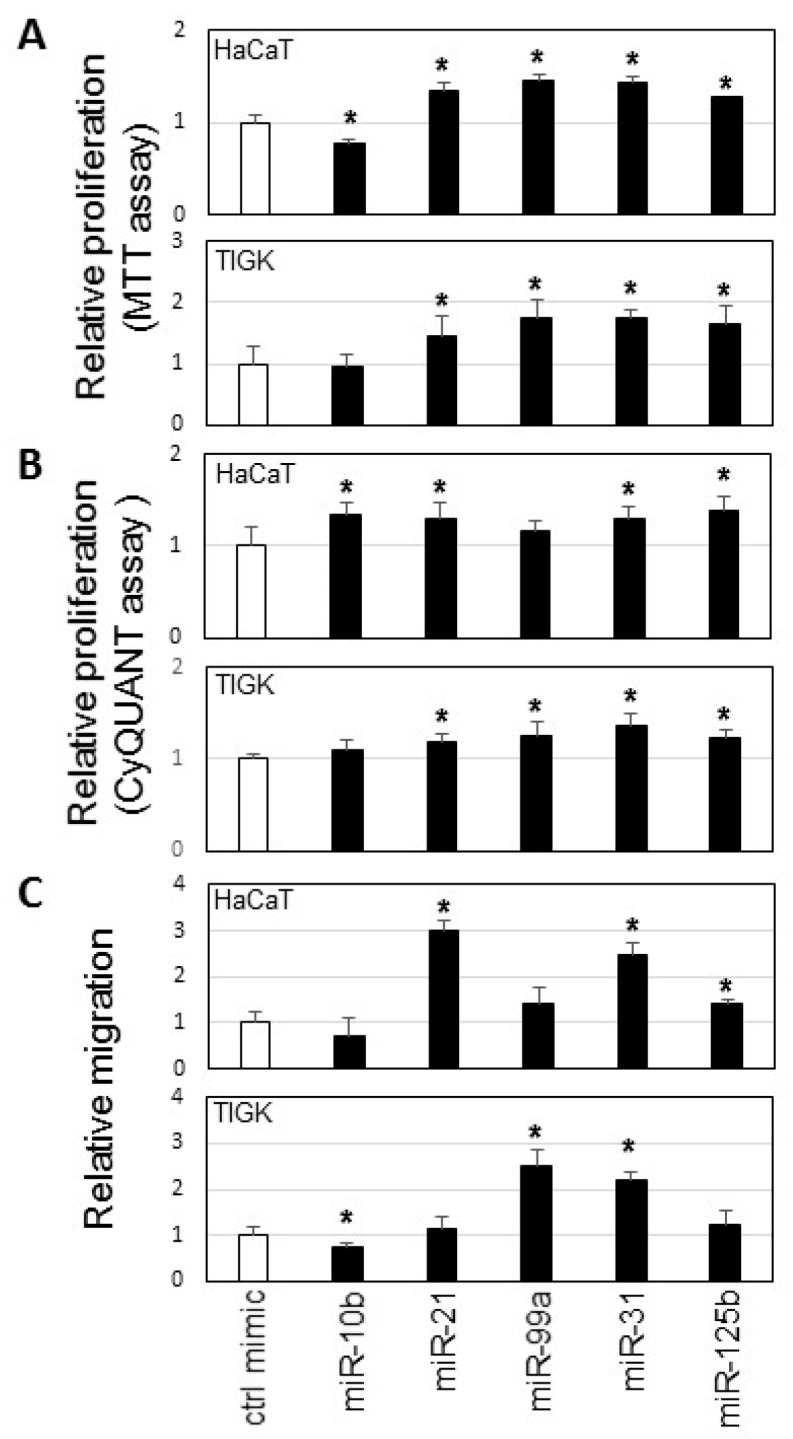
MicroRNA effects on proliferation and cell migration. HaCaT and TIGK cells were transfected with miR-10b mimic, miR-21 mimic, miR-99a mimic, miR-31 mimic, miR-125b mimic, or negative control mimic. MTT assays (**A**), CyQUANT assays (**B**), and cell migration assays (**C**) were performed as described in the Material and Methods section. Data represents at least 3 independent triplicated experiments with similar results (* *p* < 0.05).

**Figure 5:**
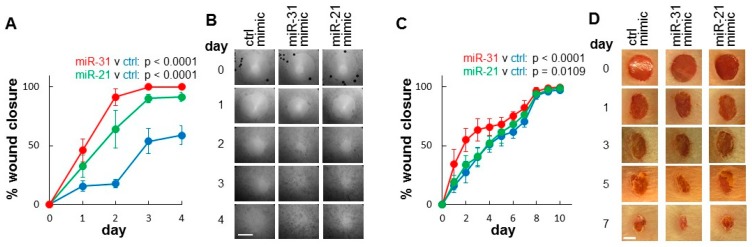
Effect of miR-31 and miR-21 on wound closure. (**A**) HaCaT cells were transfected with miR-31 mimic (red), miR-21 mimic (green), or negative control mimic (blue). In vitro wound closure assays (*n* = 4) were performed as described in the Material and Methods section. *p*-values from two-way ANOVA test (for between time course series comparison) are presented. (**B**) Representative images of in vitro wound closure assays taken at the time points indicated. Scale bar = 1 mm. Data represents at least 3 independent experiments with similar results. (**C**) Wound closure (*n =* 6) was assessed in vivo as described in the Material and Methods section in mouse skin wounds treated with miR-31 mimic (red), miR-21 mimic (green), or negative control mimic (blue) at the time of injury. *p*-values from two-way ANOVA test (for between time course series comparison) are presented in the figure. (**D**) Representative photomacrographs of microRNA mimic-treated wounds taken at the time points indicated. Scale bar = 2 mm.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/15/3679/s1.

How the deposited data were processed for this re-analysis (not part of the article)

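Unwounded skin and unwounded oral mucosa of mice were each profiled on 1 microRNA array, with RNA pooled from 3 animals and 2 µg of total RNA per array. The paper's results and the legend of Figure 1 name the profiled samples as epithelium, and its description of the arrays as pooled skin and oral mucosal samples, so whether tissue under the epithelium was included is not known. The assignment of arrays to tissues was taken from the sample labels and the methods. The authors deposited for each array the scanner intensity of every spot, as the median Cy5 brightness with its spread within the spot, and neither background nor a scale between arrays had been taken out. They also deposited 1 processed intensity per microRNA and array, in whole numbers from 0, by a method that the labels and the paper's text do not name. Against the scanner values these processed values kept the order of the detected microRNAs (Spearman's rho across microRNAs 0.986 for skin and 0.999 for oral mucosa). Their median was 4 on each array, and relative to the signal above the VSN offset they were 1.17 times as large for skin and 0.82 times for oral mucosa. They were thus read as background-subtracted. Whether they are linear in the scanner signal was not tested, since an order and 1 median ratio per array cannot show it. How they were scaled between the arrays stays unknown.

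Each array holds 3968 spots, of which 184 are control spots, 16 of them empty. Control spots were left out of all values except the detection limit, the normexp fit and the delimiting of the dim stretch. The 2 repeat spots of each probe were averaged, and as there are only 2 their median is the same value, so the planned choice between mean and median was void. The detection limit, 3 SD above the mean of the empty spots, was chosen after the empty spots had been looked at and before any microRNA was called. VSN was written in Python after the published description, with an arsinh transformation, maximum likelihood and least trimmed squares that kept 90% of the probes in each of 5 slices of mean signal except the dimmest, which was kept whole. The fit was started from several offsets and scales. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3 with limma 3.58.1.

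The procedure was tested on simulated arrays with the 1892 probes, in which 200 probes were changed 4-fold in the comparison of oral mucosa with skin. The size rule called 92% of the changed probes and 0% of the unchanged detected ones. The regularized test on repeat spots called 100% of the 197 changed probes that were detected, and of its 198 calls 0.51% were unchanged probes. The simulated offsets and scale ratio were those fitted on the arrays. The simulated relative noise of the spots was the same on both arrays. On the real arrays the repeat-spot SD of detected probes was 0.48 on the log2 scale for skin and 0.20 for oral mucosa. The simulation held no dim stretch, its signals followed the form that VSN fits, and changed probes were drawn from those detected in skin. Its shares therefore do not give the error rates on the real arrays. The simulated scale ratio of 1.37 was fitted as 1.44, and the median difference of the unchanged detected probes was -0.04.

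Differences are oral mucosa minus skin on the VSN log2 scale. The SD beside a difference combines the repeat spots of both arrays, or is that of the detecting array where only 1 detected the microRNA. It covers technical error within the arrays only, and the number of arrays limits the precision. The microRNAs to be named by rule were the 8 of Cluster IV, every other microRNA the paper names, the 5 with the largest differences in each direction among those detected on both arrays with repeat spots apart, and the 3 with the largest differences from the lowest detected signal in each direction among those detected on 1 array only. Members of the lists below, other arms of the same precursors, miR-15b-5p and probes of the dim area are named besides. The rule, the size threshold and most alternatives were set before the data were examined. Those alternatives were quantile normalization, scaling to the median or the 75th percentile, no normalization, the authors' processed values on the scale log2(value + 50), normexp background correction with an offset of 50 before VSN, other filters on dim probes, and other thresholds. Random lists were drawn from the 50 probes nearest in mean signal to each Cluster IV member. Lists of microRNAs for red blood cells, endothelium, mesenchyme, skeletal muscle, epithelium and Hox gene clusters were also written before the values were seen. Precursor genes and their neighbours were named from the RefSeq annotation of GRCm38.p6.

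The members of Clusters I, II, III and V were used only where the paper's text names them, and Supplementary Tables S1 to S6 were not used here. No comparison between clusters was therefore run. The sequencing, TaqMan, cell culture and wound closure experiments were not analysed here.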

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

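No explanation in this part was tested only after its result was seen, but the test of the other arm was split by microRNA only after its values were seen. The paper does not discuss 13 of the microRNAs that the naming rule picked for the size of their difference, 7 higher on the oral mucosa array and 6 higher on the skin array, each read well above the empty spots of the brighter array. Among those detected on both arrays, the VSN log2 differences toward oral mucosa were 3.52 for miR-6540-5p (SD 0.32 from repeat spots), 3.37 for miR-195a-3p (SD 0.30), 3.05 for miR-665-5p (SD 0.51) and 3.01 for miR-7022-3p (SD 0.85). Toward skin they were -3.87 for miR-7088-5p (SD 0.52), -3.68 for miR-7075-5p (SD 0.49), -3.54 for miR-1907 (SD 0.48), -3.48 for miR-678 (SD 0.34) and -2.87 for miR-6942-5p (SD 0.18). Under the planned normalizations those toward oral mucosa shrank to as little as 2.41, 2.34, 2.02 and 2.03, in the same order. Those toward skin shrank to as little as -2.77, -2.45, -2.32, -2.21 and -1.94. Of those detected in oral mucosa only, the differences from the lowest detected skin signal were 3.73 for miR-346-5p, 3.10 for miR-15a-3p and 2.80 for miR-16-1-3p. MiR-7211-3p was detected in skin only, at -5.40 from the lowest detected oral mucosa signal. These values rest on the fitted offsets, and under the planned normalizations they shrank to as little as 2.39, 1.83, 1.65 and -3.53. With normexp before median scaling, chosen after seeing the data, the first 3 were 2.12, 1.60 and 1.36, and with normexp before scaling to the 75th percentile the last was -3.45.

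Scaling between the arrays was weighed first. All 13 kept their direction and stayed past the size rule with VSN and under the 6 planned normalizations and background corrections, the smallest size being 1.65. A regional difference in brightness was weighed next, through the probes within 3 rows and 3 columns of their spots. The largest median difference of such surroundings was 0.59 in size, against differences of 2.80 or more in size. What stays open is a difference between the 2 pools that is not one of tissue, a difference in how each probe binds other RNA, and a biological difference between skin and oral mucosa. With 1 array per tissue these cannot be separated, and the last was not tested.

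The 3 -3p arms miR-15a-3p, miR-16-1-3p and miR-195a-3p were set beside the other arm of their precursor, since more of the precursor could raise both. MiR-195a-5p was higher on the oral mucosa array too, by 1.11 (SD 0.18). MiR-15a-5p was lower there, by -0.92 (SD 0.15) and below 0 under every planned normalization, which argues against more precursor as the cause for miR-15a-3p. For miR-16-1-3p the test does not decide, since miR-16-5p is made from a second precursor as well and its difference was -0.34 (SD 0.44).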

How the results depend on the processing

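The combinations of normexp with another scaling, the VSN fit from a start at offset 0, the spots left out at the edge of the skin array (column 1, or columns 1 and 2) and the demand that both repeat spots pass the limit were chosen after seeing the data. No paired analysis was possible because each tissue has 1 array.

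The number of microRNAs differing between the tissues, 160 in the VSN analysis, was not stable. It was 80 with quantile normalization, 87 with scaling to the median, 85 with scaling to the 75th percentile, 102 with no normalization and 87 with the authors' processed values. It was 104 when a microRNA had to be detected on both arrays and 577 without a detection filter, and 256 and 46 at thresholds of 1.5-fold and 4-fold, as the construction of these settings implies. Normexp followed by quantile normalization gave 70, by median scaling 68 and by scaling to the 75th percentile 71, and VSN from a start at offset 0 gave 85. Normexp before VSN (160), leaving out the dim stretch in column 1 (163) or in columns 1 and 2 (163, of which 154 were among the 160) and requiring both spots above the limit (147) moved it little. With VSN the count thus depended on which fit was used. The fit from offset 0 ended with an offset and a scale near 0, for skin -2.5e-15 and 2.4e-13. It was thus in effect log2 of the uncorrected signal with 1 shift between the arrays. Its count lies among those of the other settings on uncorrected log2 signals (80 to 102), while VSN with a fitted offset gave 160. The fits differ in scale as well, so the offset alone was not tested. The share of calls higher in oral mucosa was 48.1% with VSN, 63.5% with scaling to the 75th percentile and 78.4% with no normalization, where the median difference over all detected microRNAs was 0.20 and 0.40 in place of 0.00.

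Of the 8 Cluster IV microRNAs 5 passed the size rule with VSN. It was 3 with quantile normalization or median scaling, 3 under each of the 3 combinations with normexp, and 1 at the 4-fold threshold. Under the remaining alternatives 4 to 6 passed. The Cluster IV median difference of 1.30 fell to 0.95 with quantile normalization and 0.91 with median scaling. It was 0.79, 0.68 and 0.88 for normexp followed by quantile, median and 75th-percentile scaling, and 1.03 for VSN from offset 0. In these cases the cause was not tested. It stayed above 0 under all settings run.

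The count of microRNAs whose repeat spots differed between the 2 arrays was 83, against 45 at an adjusted threshold of 0.01 and 163 with limma. It was 86 at an unadjusted 0.01, 66 over all probes, 71 with quantile normalization and 76 with normexp before it. It rose to 121 without the probes of the dim stretch in column 1 and to 132 without those of columns 1 and 2, although fewer probes were then tested, so it depends on those spots.

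Of the 20 named microRNAs past the size rule, 0 reversed under the 6 planned normalizations and background corrections, and 18 stayed past the rule under all of them. MiR-126a-3p and miR-199a-5p fell under it in some, and miR-125a-5p, not called with VSN, passed it with the authors' processed values. Signal over background limits these values. Of the 562 detected microRNAs, 331 read under 200 on their brighter array.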

Differences from the paper's values

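The VSN fit from several starts, which gives the values reported here, replaced a first fit after the values of that fit were seen, and the combinations of normexp with another scaling were added after results were seen. The paper reports 85 tissue-specific microRNAs. The size rule gave 160. Among the alternatives set before the data were examined, the count lay within 1.5 times the paper's with quantile normalization (80), scaling to the median (87), scaling to the 75th percentile (85), no normalization between arrays (102), the authors' processed values (87) and detection required on both arrays (104). It did not with normexp background correction (160), no detection filter (577), or thresholds of 1.5-fold (256) and 4-fold (46). Scaling to the 75th percentile thus reached the paper's number. These alternatives were worded beforehand as log2 signals without naming a background correction. Quantile normalization, median and 75th-percentile scaling were first set up on normexp signals, and were moved to uncorrected signals when counts of 160 and 85 from the VSN fits had been seen, so that reading was not blind to the paper's number. VSN fitted from a single start at offset 0 also gave the paper's number, with 46 microRNAs higher in oral mucosa and 39 in skin, 4 of them from Cluster IV. That was the first VSN fit run, and with fitted offsets and scales near 0 it was in effect log2 of the uncorrected signal with 1 shift. It was replaced because it had ended in a local optimum with a negative log-likelihood of 24952 against 22490 for the fit from several starts. Normexp followed by quantile normalization (70), by scaling to the median (68) or by scaling to the 75th percentile (71), chosen after seeing the values, also lay within 1.5 times the paper's count. The test on repeat spots gave 83, and without the probes of the wider dim area, chosen after seeing the values, 132. An equal count does not show that the same microRNAs were called, and the paper's own list was not used here, so how many of its microRNAs each setting drops is not known.

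For Cluster IV the paper gives 66.7% tissue-specific, which is not a whole number of its 8 members, so the number it was taken over is not known here. By the size rule 62.5% passed, and the share lay within 1.5 times the paper's in 8 of the 11 planned settings, VSN included. Among settings chosen after seeing the data, normexp before quantile, median or 75th-percentile scaling gave 37.5% each, outside that range. The others gave 50% or 62.5%. By the test on repeat spots 2 of the 8, or 25%, passed. Of the alternatives to this test set before the data were examined, quantile normalization and limma gave 50%, within 1.5 times the paper's value. An adjusted threshold of 0.01, an unadjusted threshold of 0.01 and the use of all probes gave 25%.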

Other observations

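The tests of the dim patch, of a faulty probe design, of scaling and the detection limit for Cluster IV, of the wider dim area, of GC content, and of binding between miR-10a-5p and miR-10b-5p were chosen only after the result was seen. 

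On the skin array the repeat spots of miR-125b-5p read 9137 and 48.5, and those of miR-125a-5p 1907 and 37.0. The dim spot of each pair lies in column 1, in rows 117 and 114. Whether other spots there were dim was tested in equal blocks of 16 rows and 2 columns over the whole array. In the block of rows 113 to 128 and columns 1 and 2 the other 8 spots with a detected twin had a median log2 ratio to the twin of -1.97, and 8 of 8 were more than 2-fold dim, against 18 of 892 spots in the other blocks and at most 2 in any of them. With blocks of 32 rows, of 4 columns or of both it was 8 or 9 spots, against at most 3 in any other block. On the oral mucosa array 0 of 10 spots of the first block were that dim. A faulty probe design is argued against by the oral mucosa array, where the same positions were dimmer than their twins by at most 0.50 in log2 size. A dim patch in that corner of the skin array is a candidate explanation. Of the 8 detected skin probes whose spots differed over 4-fold, the dim spot lay in column 1 from row 84 down for 3, in column 2 of the same rows for 3 (miR-1892, miR-1894-3p and miR-1895, named after their values were seen) and elsewhere for 2, so a patch does not account for all of them. In column 2 of those rows 8 of 19 skin spots with a detected twin were more than 2-fold dim, against 0 of 24 on the oral mucosa array. The start at row 84, used where this stretch was left out, was drawn from control spots after they were seen, so the dimness of those spots tests nothing. The stretch was not dim throughout, since in column 1 the 3 spots above row 113 with a detected twin (miR-1195, miR-1224-5p and miR-1231-5p, named after their values were seen) differed from it by at most 0.15 in log2 size. No biological explanation was tested, as both spots saw the same RNA.

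Higher Cluster IV signal on the oral mucosa array was tested against 2 technical explanations. Under the planned normalizations and background corrections the median difference stayed at 0.91 or above, which argues against scaling between the arrays. Over the 5 members detected on both arrays it was 1.30, which argues against signals near the detection limit as the whole explanation, although miR-451a and miR-199a-5p lie near that limit in skin. A difference between the pools other than tissue stays open.

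MiR-451a is abundant in red blood cells, and more red blood cell RNA in the oral mucosa pool could raise it. Of the 4 microRNAs listed for red blood cells before the test, 3 have a probe under the listed name, and of the other 2, miR-144-3p and miR-144-5p, 0 were detected on either array. The explanation cannot be told apart from a tissue difference, since a microRNA below the detection limit excludes nothing. Of the 2 endothelial microRNAs, both members of Cluster IV, 1 was detected and passed the size rule.

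MiR-199a-5p and miR-199a-3p are listed with miR-214-3p, miR-143-3p and miR-145a-5p as mesenchymal microRNAs. A larger share of mesenchymal cells in the oral mucosa pool predicts that these 3 are higher there too. Their differences were 2.17 (SD 0.19), 2.02 (from the lowest detected skin signal) and 1.78 (SD 0.21), with a median of 2.02, and each stayed at 1.04 or above under the planned normalizations and background corrections. Their mean signals in oral mucosa were 948, 170 and 246. Over the whole list, of which 2 are Cluster IV members, 5 of 5 passed the rule with higher signal in oral mucosa, and the median was 1.78. All 7 epithelial microRNAs were detected, 1 past the rule in each direction, with a median difference of -0.48. Their differences ran from -1.22 for miR-200c-3p to 1.12 for miR-429-3p. The median is the value of miR-203-3p, which rose to 0 under another planned normalization. Of the 4 skeletal muscle microRNAs 3 were detected and 0 passed the rule, with a median of 0.53. Cell composition may therefore contribute to these Cluster IV values. What it could mean depends on whether the samples held tissue under the epithelium, which the paper's wording leaves open. This is a hypothesis, and higher expression per cell was not tested.

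MiR-10a-5p and miR-10b-5p, higher on the skin array, come from precursors that lie in GRCm38.p6 within Hoxb3 and within Hoxd3 and Hoxd4. If the position of the tissue along the body explained them, miR-196a-5p and miR-196b-5p, whose precursors neighbour other Hox genes, would be higher in skin too. MiR-196a-5p was detected in skin only, at -1.68 from the lowest detected oral mucosa signal, which shrank to -0.45 under another planned normalization, and miR-196b-5p was detected on neither array. Of the 4 listed microRNAs 3 were detected, all higher in skin, with a median of -4.05. The result is consistent with that explanation but rests on 1 microRNA. The sequences of miR-10a-5p and miR-10b-5p differ at 1 base (U12A, counted from 1 at the 5′ end of miR-10a-5p), so one of the pair binding the probe of the other cannot be told apart from both being present.

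GC content was weighed as a source of the count past the size rule, over the 394 microRNAs detected on both arrays, which are not independent replicates. With the probes split into 3 parts by GC content, from lowest to highest, 22.6%, 23.8% and 32.8% were past the rule, against 26.4% of all. As each part of the range held a share near that of all, this argues against GC content as the only source. The highest part exceeded the lowest by 10.3 percentage points (95% interval -0.46 to 21.0), so whether GC content adds to the count cannot be told apart from chance. The median GC content was 54.5% for those higher in oral mucosa and 58.3% for those higher in skin, against 52.2% for all.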
